# Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes

**DOI:** 10.1186/1471-2164-10-392

**Published:** 2009-08-22

**Authors:** Koji Numata, Yuko Osada, Yuki Okada, Rintaro Saito, Noriko Hiraiwa, Hajime Nakaoka, Naoyuki Yamamoto, Kazufumi Watanabe, Kazue Okubo, Chihiro Kohama, Akio Kanai, Kuniya Abe, Hidenori Kiyosawa

## Abstract

**Background:**

Recent transcriptomic analyses in mammals have uncovered the widespread occurrence of endogenous antisense transcripts, termed natural antisense transcripts (NATs). NATs are transcribed from the opposite strand of the gene locus and are thought to control sense gene expression, but the mechanism of such regulation is as yet unknown. Although several thousand potential sense-antisense pairs have been identified in mammals, examples of functionally characterized NATs remain limited. To identify NAT candidates suitable for further functional analyses, we performed DNA microarray-based NAT screening using mouse adult normal tissues and mammary tumors to target not only the sense orientation but also the complementary strand of the annotated genes.

**Results:**

First, we designed microarray probes to target the complementary strand of genes for which an antisense counterpart had been identified only in human public cDNA sources, but not in the mouse. We observed a prominent expression signal from 66.1% of 635 target genes, and 58 genes of these showed tissue-specific expression. Expression analyses of selected examples (*Acaa1b *and *Aard*) confirmed their dynamic transcription *in vivo*. Although interspecies conservation of NAT expression was previously investigated by the presence of cDNA sources in both species, our results suggest that there are more examples of human-mouse conserved NATs that could not be identified by cDNA sources. We also designed probes to target the complementary strand of well-characterized genes, including oncogenes, and compared the expression of these genes between mammary cancerous tissues and non-pathological tissues. We found that antisense expression of 95 genes of 404 well-annotated genes was markedly altered in tumor tissue compared with that in normal tissue and that 19 of these genes also exhibited changes in sense gene expression. These results highlight the importance of NAT expression in the regulation of cellular events and in pathological conditions.

**Conclusion:**

Our microarray platform targeting the complementary strand of annotated genes successfully identified novel NATs that could not be identified by publically available cDNA data, and as such could not be detected by the usual "sense-targeting" microarray approach. Differentially expressed NATs monitored by this platform may provide candidates for investigations of gene function. An advantage of our microarray platform is that it can be applied to any genes and target samples of interest.

## Background

There is a growing body of evidence that natural antisense transcripts (NATs) play important regulatory roles in various biological processes. NATs are usually transcribed from the opposite strand of a particular gene locus, and they are thought to regulate sense gene expression [1,2]. One of the proposed models of NAT-mediated regulation is for the antisense transcript to act as a *cis*-repressor of gene expression from the sense strand. For example, in early embryogenesis, transcription of the antisense genes *Tsix *and *Air *determines the fate of expression of their sense partners *Xist *and *Igf2r*, respectively [3,4]. The appearance of NATs within several imprinted loci suggests that NATs may regulate gene expression by controlling the epigenetic status of surrounding genes [5-7]. Moreover, NATs may function in pathological conditions by causing epigenetic alterations such as histone modification and DNA methylation [8,9].

The other primary model of NAT-mediated gene regulation is induction of the production of small RNAs from NAT loci and their subsequent function in RNA interference (RNAi) pathways. Endogenous small interfering RNA (endo-siRNA) molecules, generated from NAT loci, are induced specifically under conditions of salt stress and immune response in plants [10-15]. Recent experimental data also suggests the presence of NAT-associated endo-siRNA molecules in animals [16-18].

Although the number of NATs thought to have biological functions has gradually increased, the functions of most NATs discovered in recent large-scale *in silico *studies are unknown. Computational identification of NATs is based mostly on the analysis of cDNA and EST sequence collections by sequence alignment, and this process has identified several thousand sense-antisense pairs [19]. However, in principle, cDNA sequencing accumulates data on transcripts with poly(A)-stretches and does not access the non-poly-adenylated population of transcripts. A recent genome-wide tiling array study of the human genome revealed that many genomic regions that could not be identified from cDNA collections are apparently transcribed and tend not to be poly-adenylated [20]. This finding indicates that antisense transcriptome analyses based solely on cDNA information may be inefficient. In addition, most publicly available cDNA sequences are derived from normal cellular conditions, such as normal adult tissues, and thus are not useful for the identification of NATs specific to abnormal cellular conditions.

To discover novel NATs expressed under various biological conditions, we proposed a microarray-based technique involving the use of 60-mer oligonucleotide DNA probes selected from the complementary sequences of cDNAs (*i.e*., known genes), referred to as artificial antisense sequence (AFAS) probes. This approach has the ability to detect antisense expression that cannot be identified by using information from the cDNA and EST collections and has the advantage of compatibility with the computational methodology widely used for sense gene expression analysis [21]. We performed microarray analyses with AFAS probes by using oligo-dT and random primed target samples to provide a comprehensive approach for the detection of novel non-poly-adenylated transcripts in the antisense transcriptome.

Here, we designed AFAS probes to correspond to the antisense strand of well-studied selected genes, including oncogenes and tumor suppressor genes, imprinted genes, and human-mouse orthologous genes. We studied the expression profiles of targeted transcripts in normal mouse adult tissues and in mouse mammary tumor virus (MMTV)-induced mammary tumors. This technique is applicable to all genes and sample types and can be used for antisense expression identification that is not possible by using conventional cDNA information alone.

## Results

### AFAS probes detect previously known NATs

To verify whether our methods can detect NAT expression, we initially examined the signal intensities of AFAS probes that targeted previously identified antisense transcripts. For example, AFAS probes designed for *Tsix*, which reflects the abundance of *Xist *RNA, detected expression in the 11 adult mouse tissues (mixed males and females), but not in the testis, as expected (see Additional file 1). Such expression patterns were detected only for probes corresponding to the exonic-overlapping regions between *Tsix *and *Xist*, and also for the sense probes corresponding to *Xist *RNA (see Additional file 1). This finding suggests that AFAS probes for *Tsix *can identify not only the presence of its antisense counterpart, but also its exonic regions. In addition, AFAS probes for several imprinted genes (*Igf2r*, *Kcnq1*, *Gnas*, *Dio3*, and *Ube3a*), which are known to give rise to antisense transcripts [5], also gave prominent signals (see Additional file 2). Moreover, previously known antisense transcripts, such as those arising from *Myc *(myelocytomatosis oncogene) [22] and *Tgfb2 *(transforming growth factor beta2) [23], were also detected by our microarray platform (data not shown). Although the number of documented NAT examples in normal mouse adult tissues is limited, the mean signal intensities generated by AFAS probes corresponding to these genes were higher than those for the negative control genes. The control genes comprise a set of randomly selected genes, without cDNA, EST, and CAGE tags in the antisense orientation (Figure 1A, *P *= 5.1e-12 by Welch's t-test). These data indicate that endogenous NAT expression of known genes is potentially detectable by probes designed for the complementary strand of known genes.

**Figure 1:**
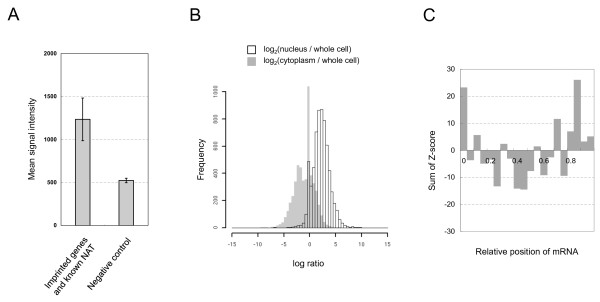
**Global tendency of AFAS probes in normal tissues**. (**A**) Mean signal intensities of AFAS probes were compared between sets of known NAT-associated genes (including imprinted genes) and negative controls. Negative controls with no cDNA, EST, and CAGE tags in their antisense orientation were randomly picked from NCBI RefSeq. (**B**) Nuclear enrichment (grey bars) was measured by log_2_(S_nucleus_/S_whole-cell_), where S_nucleus _and S_whole-cell _denote signals from nuclear fractions and from whole cells (NIH3T3), respectively. Cytoplasmic enrichment (open bars) was calculated by log_2_(S_cytoplasm_/S_whole-cell_), where S_cytoplasm _denotes signals from the cytoplasmic fraction. All signal intensities were obtained from the experiments by using random-primed samples. (**C**) The sum of Z-scores for every relative position is indicated. For each tissue, the positional preference of NAT expression was measured by Z-scores calculated from the median signal values of every position. Expression data were obtained from random-primed samples.

### Global analyses of AFAS probes

Before screening for novel NATs using AFAS probes, we first analyzed the global tendency of signal intensities from all AFAS probes applied to our custom microarray platform. Because Northern blot analyses for particular gene loci have previously shown that NATs tend to be poly(A)-negative [24], we checked whether our AFAS probes also showed this tendency in normal mouse tissue expression profiling. A significantly higher number of AFAS probes than sense probes detected transcripts only within random-primed samples, but not among the oligo-dT primed targets (*P *< 2.2e-16, Fisher's exact test, see Additional file 3). This result indicates that transcripts detected by AFAS probes also lack poly(A)-tails, similar to the finding for NATs characterized by Northern blot analyses [24]. Also, the number of sense probes detecting transcripts in both oligo-dT and random primed samples was higher than that of antisense probes (*P *< 2.2e-16, Fisher's exact test, see Additional file 3). This finding indicates that sense transcripts with poly(A)-tails can be identified by both priming methods, because sense probes target the protein-coding strand of the mRNA, which is expected to have a poly(A)-tail. Another characteristic of endogenous NATs is their nuclear localization [24]. A distribution comparison of AFAS probe signals between nuclear and cytoplasmic fractions clearly showed nuclear enrichment of detected transcripts (Figure 1B, *P *< 2.2e-16, Median test).

Several large-scale studies using information in cDNA and EST collections and from genome-wide tiling arrays in yeast previously showed that NATs tend to be transcribed from the 3' region of its counterpart mRNA [25-27], thus implying the presence of regulatory mechanisms involving tail-to-tail overlapping. We also observed this characteristic for the AFAS probes, because the AFAS probe signals clearly showed positional preference relative to the sense mRNA (Figure 1C). This result indicates that AFAS probes indeed detect the positional bias of antisense transcription. Similarly, we also observed higher signals within 5' regions (Figure 1C), thus suggesting that NATs may also arise near the transcriptional start site, as previously shown for head-to-head overlapping NATs such as *WT1*, *Sphk1*, and *Tsix *[28-30].

### Novel conserved NAT detection by normal tissue profiling

To test the ability of AFAS probes to detect novel NATs, we initially applied our microarray approach to the human-mouse orthologous gene set. In many studies, inter-species conservation of NATs is implied by the presence of common cDNA sequences between the two species [26,31,32]. However, recent genome-wide tiling array and CAGE analyses revealed that a large fraction of the genome is transcribed [33,34], indicating that current cDNA collection is not sufficient for comprehensive comparative genomics, including comparative antisense transcriptome analyses. In this situation, the use of AFAS probes corresponding to genes for which the antisense counterpart has been identified in humans, but not in mice, may lead to the detection of novel conserved NATs (Figure 2).

**Figure 2:**
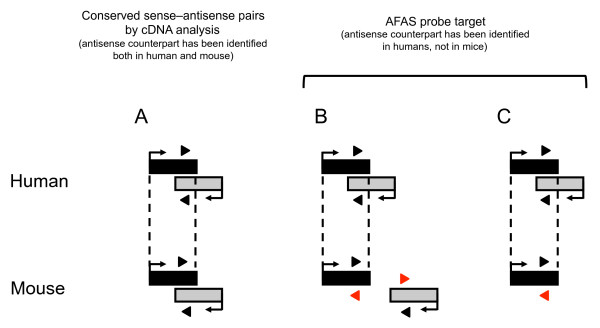
**Schematic illustration of the strategy to discover novel conserved NATs**. Conserved NATs were previously listed according to the presence of cDNA within humans and mice (**A**). Black and grey boxes denote transcribed region identified by cDNA on plus and minus strand of the genome, respectively. Black triangles indicate microarray probes designed within the transcribed regions. If antisense counterpart on opposite strand has not been overlapped, or not been identified in mice (**B and C**), microarray probes attempted to detect antisense expression could not be designed. To discover novel conserved NAT, we designed AFAS probes (red triangles) for mouse genes for which the orthologous partner in the human genome has an antisense counterpart.

We designed AFAS probes corresponding to 635 mouse orthologous partners, for which the antisense counterpart has been identified in humans, but not in mice (one sense and one antisense probe were designed per gene). We then profiled the expression of these genes to detect antisense expression within 12 normal mouse tissues. We identified 420 (66.1%) probes that gave a signal (signal intensity ≥100, which is our empirically defined criterion), at least in a single particular tissue, and 58 of these (9.2%) showed tissue-specific expression. Probes of 120 genes gave signals with a higher than average intensity according to inter-array normalization (see Additional file 4). These results suggest that many NATs identified only in the human cDNA collection may also be expressed in mice.

We attempted to validate the expression of two candidate conserved NATs (antisense of *Acaa1b *and *Aard*) by performing Northern and *in situ *hybridization (ISH) analyses. Whereas human *ACAA1 *(acetyl-Coenzyme A acyltransferase 1) overlaps with *DLEC1 *(deleted in lung and esophageal cancer 1) in a tail-to-tail overlapping manner, its orthologous counterpart in the mouse genome (*Acaa1b *and *Dlec1*) shows a tail-to-tail relationship but not a reciprocal overlapping relationship, according to the annotated gene structure (see Additional file 5). Both microarray and Northern analyses confirmed that the *Acaa1b *sense transcript is expressed within liver and kidney (see Additional file 5). Northern analyses were not able to detect the antisense transcript of *Acaa1b *from either poly(A)+ or total RNA (data not shown), but quantitative RT-PCR, ISH and microarray analyses were able to detect this transcript within the testis and kidney (see Additional file 5). This result implies that NATs detected by microarray analysis using AFAS probes are transcribed *in vivo*.

We also analyzed the expression of *Aard *(alanine- and arginine-rich domain-containing protein), which is a functionally uncharacterized gene but is known to be expressed within the adult testis and XY fetal gonad [35]. In humans, exons of *AARD *(also known as C8orf85) overlap with that of an unnamed uterus EST (GenBank: AK093981), whereas mouse *Aard *has no EST arising from the antisense strand (Figure 3B). Northern analysis confirmed that expression of the sense transcript of *Aard *was testis-specific (Figure 3C); however, Northern analysis of the antisense transcript showed laddered hybridization patterns for total RNA, but not for poly(A)+ RNA isolated from all samples (Figure 3D). By comparison, both the sense and antisense transcripts (*Aard*-AS) were detected by ISH within a particular region of the seminiferous tubules (Figure 4A,B), thus confirming that the *Aard*-AS is also expressed in the testis. In addition, *Aard*-AS was most likely located within the nucleus, whereas *Aard *was located within the cytoplasm (Figure 4C,D). Because ISH shows that *Aard*-AS is expressed in a particular region of the seminiferous tubules, we checked our microarray data on fractionated testis samples that reflected the three steps of spermatogenesis (*i.e*., pachytene spermatocytes, round spermatids, and elongated spermatids). We found that *Aard*-AS was expressed within the early period of spermatogenesis, whereas the sense transcript appeared at a later phase (Figure 4E). This finding shows that sense and antisense transcripts of *Aard *are transcribed exclusively and in a mutually antagonistic fashion during spermatogenesis. In addition, *Aard*-AS expression was detected only in the random-primed target sample, not in the oligo-dT primed target (Figure 4E), indicating that *Aard*-AS tends to be poly(A)-negative and nuclear-localized.

**Figure 3:**
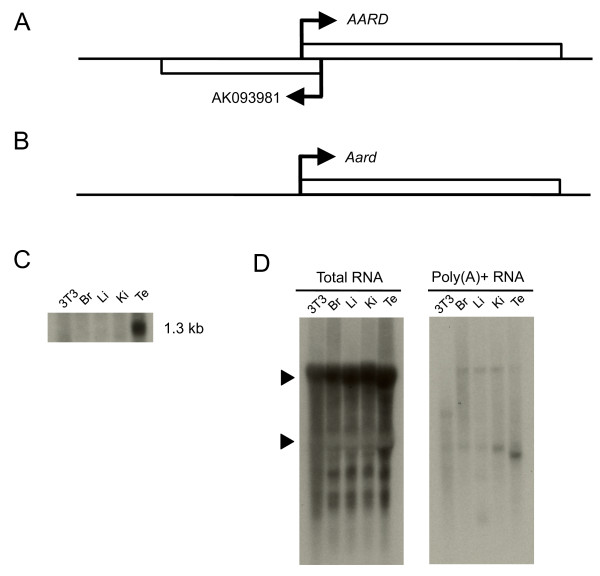
**Northern analyses of the sense and antisense transcripts of *Aard***. (**A**) Schematic illustration of *AARD *and AK093989 (unannotated gene product) in humans. (**B**) Mouse orthologous partner, *Aard*. (**C**) Northern analysis for sense expression of *Aard *in NIH3T3 cells, brain (Br), liver (Li), kidney (Ki), and testis (Te). (**D**) Northern analysis for expression of the corresponding antisense transcript for both poly(A)+ and total RNA. Triangles indicate 28S (4710 nt) and 18S (1870 nt) ribosomal RNA.

**Figure 4:**
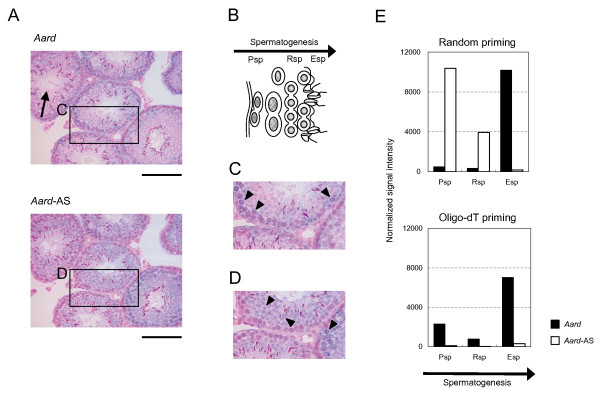
**Expression dynamics of *Aard *and *Aard*-AS**. (**A**) *In situ *hybridization results (seminiferous tubules) for sense (*Aard*) and antisense (*Aard*-AS) transcripts. Arrow indicates the direction of spermatogenesis, as illustrated in (**B**). Scale bars: 100 μm. (**C and D**) Enlargement of the corresponding boxes in (**A**). Arrowheads denote the cytoplasmic signal of *Aard *and the nuclear signal of *Aard*-AS. (**E**) Microarray results of *Aard *and *Aard*-AS expression during the spermatogenesis. Black and white bars indicate normalized signal intensity levels of sense and AFAS probe, respectively. Arrow indicates the direction of spermatogenesis (Psp, pachytene spermatocytes; Rsp, round spermatids; Esp, elongated spermatids). Fractionation of germ cells on the basis of the three stages of spermatogenesis in the mouse testis was performed as previously described [53,54].

These data clearly confirm that AFAS probes can detect the expression of antisense transcripts in normal tissues, and that they can also identify transcripts expressed in a tissue- and cell-type-specific manner. Detection of such expression dynamics for antisense transcripts is possible only by using the analytical platform targeting the complementary strand of the annotated genes. Thus, AFAS probes, when used within appropriate biological samples and combined with other analytical modalities, can be used to discover genuine functional NATs; this is an advantage over conventional approaches that depend on publicly available cDNA data.

### Detection of novel NATs differentially expressed under pathological conditions

We next checked whether AFAS probes have the ability to detect antisense transcripts in cancerous tissues. Examples of functional antisense transcripts identified in abnormal cells are *CDKN2B*, *WT1*, and *HBA2 *[8,9,29]. These antisense transcripts control the epigenetic status of surrounding genes by DNA methylation or histone modification and thus are thought to affect the expression of their sense partners. To confirm this notion, we applied the AFAS probe technique to the 404 well-characterized genes including oncogenes and tumor suppressors (1752 AFAS probes were successfully designed, giving 4.4 probes per gene on average). 

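The scanner file of each tumor array named its sense and AFAS probes, each 60 bases long, and masked the names of 39878 other spots, which were not used. Of the named probes, 1752 carried the strand code of AFAS probes and 404 did not, giving 4.34 AFAS probes per sense probe. The sense probes lay on the strand opposite to the AFAS probes: 158 of them shared at least 4 stretches of 12 bases with the reverse complement of an AFAS probe and 1 did so with an AFAS probe on the same strand. Among the 404 were 34 probes with another strand code. Of these 34, 7 shared such stretches on the opposite strand and 0 on the same strand, and they were treated as sense probes. After the probes were tied to the entries of the authors' value table, AFAS probes of 445 genes remained, and 400 of these genes also had a sense probe.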

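Mammary tumors (4 samples) and normal mammary glands (2 samples) of GRS/A mice were compared on the custom array, 1 array per sample, with 1 dye and random priming. The labels do not say whether each sample came from a different mouse. In this strain the mouse mammary tumor virus (MMTV) induces the tumors. For each spot the authors took the background-corrected signal of the Agilent software, scaled each array by 1 factor, and set a value to 5 where it fell below 5 or was not significantly above background. The value table they deposited holds these scaled signals for 6 arrays, and its tumor columns equal the scanner signal multiplied by 0.957, 0.822, 1.16 and 1.05 for tumors 1 to 4. The table carries no probe names, so its entries were tied to probes through the tumor signals. Within the rounding of the scanner values to 3 digits, 2111 entries of the table had 1 candidate probe. In all, 2153 entries were tied, 41 of them through the gene of the neighbouring entries, and 3 were left out. As a check made before entries were placed by their neighbours, the AFAS entries of the 445 accessions formed 445 unbroken runs in the order of the table, against at least 1701 runs when the names were shuffled 100 times. A sense probe was linked to a gene by its accession (318 probes), by its symbol (1) or by its place in the table (81), and 4 were linked to no gene with AFAS probes. Scanner files of the normal glands were not analysed here. Signals were used as deposited and put on the log2 scale, and tumors were compared with normal glands by limma, separately for sense and AFAS probes, with Benjamini-Hochberg adjustment within each strand. The small number of arrays limits the precision. The normal glands had more values at the floor of 5 (24.4% and 31.1% of the table) than the tumors (0.881%, 11.7%, 12.0% and 12.9%). The median log2 difference, tumor minus normal, over all probes was 0.50 on the deposited scale, and it was 0.22 after scaling to the 75th percentile, 0.30 after scaling to the median and -0.05 after quantile normalization, so that differences of this size depend on the scaling.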

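On the 4 tumor arrays, 90.0% ± 6.34 (SD, n = 4) of the AFAS probes and 98.4% ± 0.937 (SD, n = 4) of the sense probes were called positive and significantly above background. The sense share was higher than the AFAS share on every tumor array, by 0.324, 11.5, 9.99 and 11.6 percentage points in tumors 1 to 4. With a signal of at least 100, the criterion that the paper uses elsewhere, 40.9% ± 5.24 (SD, n = 4) of AFAS probes and 80.4% ± 4.09 (SD, n = 4) of sense probes passed.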

We used these probes in microarray experiments based on the GRS/A mouse strain, which frequently suffers from (MMTV)-induced mammary tumors [36].

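Of the 404 sense probes, 59 passed an adjusted p of 0.05 in limma, each for a different gene. The paper's results and Figure 5 name Student's t-test, and the results give a threshold of 0.05. The paper's text mentions no adjustment and does not state the scale of the signals tested. This test at an unadjusted threshold of 0.05, named the methods' t-test, passed 64 sense genes on linear signals, and 31 probes were shared with the 59. If no sense probe differed, 20.2 of the 404 would be expected to pass that threshold by chance. After Benjamini-Hochberg adjustment of the methods' t-test on linear signals, 0 sense probes passed, while limma called 155 at an unadjusted p of 0.05. The number of genes called by limma depended on single arrays. It was 0 without tumor 4 or without normal gland 2, 1 without tumor 1 and 89 without tumor 3.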

For the probes designed to detect the sense transcripts, we identified 57 genes showing differential expression. Among these, 48 were up-regulated and 9 were down-regulated within tumor regions, compared with in normal regions, according to a set statistical threshold (*P *≤ 0.05 by Student's *t*-test) (Figure 5 and Additional file 6). 

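Of the 59 sense genes past the adjusted threshold in limma, 58 were up-regulated and 1 was down-regulated in the tumors. The methods' t-test on linear signals gave 53 up-regulated and 11 down-regulated genes. The predominance of up-regulated genes remained after quantile normalization, where 26 were up-regulated and 3 down-regulated. Sense probes had a median log2 difference of 0.91, which was 0.50 after quantile normalization. Tumor and normal signals did not overlap for 186 of the 404 sense probes (46.0%) and for 28.5% of the AFAS probes. For a single probe chance gives 13.3%. All probes share the same 6 arrays and their scaling, so the excess is not a test over independent probes. Tsn and Lif were among the genes with the largest increases. Tsn was at the floor in both normal glands and at 236 ± 130.2 (SD, n = 4) in tumors (adjusted p = 0.00859 from limma). Lif had a log2 difference of 5.03 (standard error 0.81, adjusted p = 0.0207 from limma). Hbegf, chosen after its values were seen, had 3.98 (standard error 0.95, adjusted p = 0.0378 from limma). For Lif and Hbegf, 1 of the 2 normal glands was at the floor, so these differences depend on it. With a floor of 20 in place of 5, their log2 differences were 4.03 and 2.98. With each array left out in turn and under the other settings of limma, the adjusted p ranged from 0.00123 to 0.184 for Tsn, from 0.00345 to 0.302 for Lif, from 0.0174 to 0.374 for Hbegf and from 0.0190 to 0.343 for Serpine2. None of the 4 passed without tumor 4 or without normal gland 2, and Tsn alone of them passed without tumor 1. Hbegf also did not pass with 75th percentile scaling (0.0740), median scaling (0.0653) or rescaling to the same mean (0.0610). Tsn, Lif and Hbegf did not pass the methods' t-test on linear signals, and Serpine2 did. Serpine2 was the down-regulated gene, with a log2 difference of -2.82 (standard error 0.67, adjusted p = 0.0378 from limma) and a signal of 1038 ± 674 (SD, n = 4) in tumors against 6275 ± 1222 (SD, n = 2) in normal glands. The next 2 by p, Bmp1 with a log2 difference of -2.45 (adjusted p = 0.0533 from limma) and Nr2c2, did not pass. In limma Bmp1 passed with quantile normalization (adjusted p = 0.0404), the filter on signals of at least 100 (0.0305), trend and robust estimation (0.0303) and without tumor 2 (0.0321), in a range up to 0.394 over the alternatives, and it passed the methods' t-test on linear and on log2 signals. The normal gland samples were 2, so an exact permutation test over the 15 splits of the arrays cannot go below p = 0.0667, which Tsn, Lif, Hbegf and Serpine2 reached. Tsn, Lif and Hbegf were picked among called probes with non-overlapping ranges, and Serpine2 by its small p. Reaching this value therefore follows largely from the choice and adds no support.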

Among the up-regulated genes in tumors, 12 genes (*Pdcd6 *is shown as an example in Additional file 7) showed loss of antisense expression (Figure 5A, right lower), whereas among the down-regulated genes *Nr2c2 *showed up-regulation of its antisense expression in an anti-correlated manner with the sense transcript counterpart (Figure 5A, left upper). These genes are reminiscent of the model in which antisense transcription may lead to the silencing of sense gene expression, such as cyclin-dependent kinase inhibitor (*CDKN2B*) and its antisense counterpart [9]. These genes may be regulated through an antisense-mediated pathway.

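In limma with adjusted p, 2 genes had both a sense and an AFAS probe past the threshold (Cdkn1b and Ryk, named after their values were seen), both up-regulated on both strands, and 0 genes had changes in opposite directions. At an unadjusted p of 0.05 limma placed 23 genes in the group with sense up-regulated and antisense down-regulated and 5 in the group with the reverse. The methods' t-test on linear signals placed 13 and 2 genes there. Pdcd6 (NM_011051) had a sense signal of 3573 ± 1202 (SD, n = 4) in tumors and 343 ± 60.3 (SD, n = 2) in normal glands, a log2 difference of 3.32 (standard error 0.50, adjusted p = 0.0207 from limma). It did not pass without tumor 1, tumor 4 or either normal gland, with adjusted p up to 0.302 in limma. The AFAS probe of Pdcd6 with the smallest p fell from 5260.4 ± 766 (SD, n = 2) to 800.3 ± 1015 (SD, n = 4), a log2 difference of -3.46 (standard error 1.01, adjusted p = 0.193 from limma). The spread of the AFAS probe came from tumor 2, with a signal of 2317 against 193 to 411 in the other tumors, and without that tumor the adjusted p was 0.0405 in limma, the lowest of a range up to 0.843 over the alternatives in limma. For Nr2c2 (NM_011630), the sense signal was 3001 ± 405 (SD, n = 4) in tumors and 7275 ± 1641 (SD, n = 2) in normal glands, a log2 difference of -1.27 (standard error 0.42, adjusted p = 0.0750 from limma), which passed with a floor of 20 (adjusted p = 0.0466 from limma, the lowest of a range up to 0.474). Its AFAS probe was at the floor in both normal glands and at 109.7 ± 41.6 (SD, n = 4) in tumors (adjusted p = 0.0273 from limma). No fold is given against signals at the floor. This AFAS probe did not pass with quantile normalization (adjusted p = 0.0537 from limma) or with a floor of 20 (adjusted p = 0.116 from limma). It also did not pass in limma without tumor 1 (adjusted p = 0.0672), tumor 3 (0.0538) or tumor 4 (0.111), and passed without tumor 2 (0.0403). Over the alternatives in limma that keep both normal glands, its adjusted p ranged from 0.00785 to 0.296. The other 3 AFAS probes of Nr2c2 had log2 differences of 1.10, -0.21 and 1.41 (adjusted p = 0.359, 0.884 and 0.309 from limma), and none of them passed. Every tumor lay above both normal glands, or below them, for the sense probe and the AFAS probe with the smallest p of Pdcd6 and of Nr2c2 (exact permutation test over 15 splits, two-sided, p = 0.0667, the smallest that the design allows). Across the 400 genes with probes on both strands, the mean change of the AFAS probes was not related to the change of the sense probe (Pearson r = 0.00131, Spearman rho = -0.00882). This is a correlation across genes, which are not independent replicates, and the 14 other splits of the arrays gave Pearson r between -0.0330 and 0.111. From genes with opposite changes, the paper proposes that they may be regulated through an antisense-mediated pathway.

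**Figure D1:**
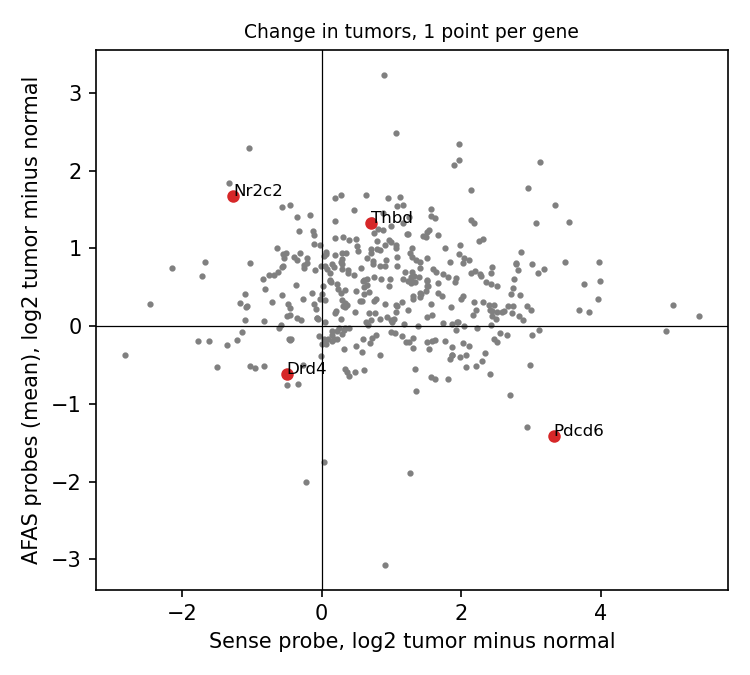
Change in tumors on both strands for 400 genes. Each point is 1 gene, the horizontal axis is the log2 difference (tumor minus normal) of its sense probe, the vertical axis is the mean log2 difference of its AFAS probes, and the 4 genes named by the paper are red. Both changes were above 0 for 243 genes and below 0 for 21. The sense change alone was above 0 for 75 genes and the antisense mean alone for 61. On the deposited scale the median of each strand was above 0, so these counts do not show that the strands rose together.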

**Figure 5:**
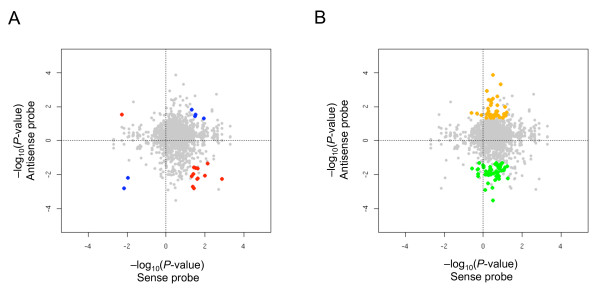
**Probes showing differential expression between normal and tumor regions**. Differential expression between normal and tumor regions is plotted with log-scaled *P *value according to Student's *t*-test for sense (x-axis) and antisense (y-axis) expression. In cases where the mean value of signals from normal regions was higher than that of tumors, the value was multiplied by -1. Accordingly, values higher than zero indicate up-regulation, whereas values lower than zero indicate down-regulation, in tumors. (**A**) Colored points denote significant changes in the expression of both the sense and antisense transcripts in tumors, in a correlated manner (blue) and in an anti-correlated manner (red). The names of the genes indicated by the colored points are listed in additional file 6. (**B**) Orange and green dots indicate up-regulated and down-regulated antisense expression from genes, respectively, but no apparent changes in sense transcript expression.

Interestingly, the expression of antisense transcripts representing 37 genes (*Thbd *is shown as an example in Figure 6A) was found to increase, despite the absence of changes in expression of their sense transcript counterparts (Figure 5B). 

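Of the 445 genes with AFAS probes, 8 had an AFAS probe past the adjusted threshold in limma. All 8 were up-regulated, and 6 of them showed no sense call. For 5 of the 8 probes both normal glands were at the floor and for 2 probes 1 of them was. The methods' t-test at an unadjusted p of 0.05 gave 51 genes with antisense up-regulated and no sense call on linear signals and 93 on log2 signals. On linear signals that test passed 159 of the 1749 AFAS probes, where 87.5 would be expected by chance if none differed. After Benjamini-Hochberg adjustment 0 passed. The largest AFAS increases were those of Cd86, with a log2 difference of 5.98 (standard error 0.66, adjusted p = 0.0273 from limma), Stam with 5.47 (standard error 0.71, adjusted p = 0.0442 from limma) and Pim1. For Cd86 and Stam, 1 of the 2 normal glands was at the floor. Pim1 was at the floor in both and at 225 ± 78.8 (SD, n = 4) in tumors (adjusted p = 0.0273 from limma). With a floor of 20 in place of 5, the log2 differences were 4.98 for Cd86, 4.47 for Stam and 3.42 for Pim1. The last was below the 3.76 of the AFAS probe of Thbd, so the rank of Pim1 depends on the floor. The probes of Cd86, Stam and Pim1 did not pass in limma without tumor 1, tumor 3 or tumor 4. Stam also did not pass without tumor 2 (adjusted p = 0.0754 from limma) or with 75th percentile scaling (adjusted p = 0.0506 from limma). Pim1 did not pass with a floor of 20 (adjusted p = 0.0792 from limma). Without normal gland 2, the log2 differences were 4.93 for Cd86 and 4.25 for Stam, and without normal gland 1 they were 7.04 and 6.70. The mean log2 difference over all AFAS probes of the gene was smaller: 1.69 for Cd86, 1.49 for Stam and 3.23 for Pim1. The large increases are therefore those of single probes. Thbd (NM_009378) was the called AFAS probe with both normal glands above the floor. Its signal was 1819 ± 375 (SD, n = 4) in tumors and 135 ± 41.7 (SD, n = 2) in normal glands, a log2 difference of 3.76 (standard error 0.43, adjusted p = 0.0273 from limma), and all tumors lay above both normal glands (exact permutation test over 15 splits, two-sided, p = 0.0667, the smallest that the design allows). With each array left out in turn the log2 difference lay between 3.44 and 4.08. Its adjusted p in limma was 0.0403 without tumor 2, and it passed the threshold in none of the other 5 cases, in which it lay between 0.0538 without tumor 3 and 0.505 without normal gland 2. With quantile normalization it was 0.0500 and just above the threshold. No AFAS probe passed in limma without tumor 3, tumor 4 or either normal gland. The sense probe of Thbd, linked to the gene by its place in the table, had 289 ± 176 (SD, n = 4) in tumors and 188 ± 159 (SD, n = 2) in normal glands, a log2 difference of 0.71 (standard error 0.79, adjusted p = 0.574 from limma), which is within the spread. The other 4 AFAS probes of Thbd had log2 differences between 0.15 and 1.07, and none of them passed. For 2 of these 4 both normal glands were at the floor and no tumor was well above background, so their differences are set by the floor and cannot show that nothing changed. For both strands of Thbd, the p printed in Fig. 6A equals that of the methods' t-test on linear signals.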

We also identified down-regulated antisense transcripts corresponding to 45 genes (*Drd4 *is shown as an example in Additional file 7) for which there were no changes in expression of their corresponding sense transcripts. 

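No AFAS probe was down-regulated past the adjusted threshold in limma, and 57 of 1749 were at an unadjusted p of 0.05 in limma. The methods' t-test on linear signals placed 57 genes in the group with antisense down-regulated and no sense call. On log2 signals it placed 18 there, so this count depends on the scale. The 3 down-regulated AFAS probes with the smallest p were those of Fcgr2b, with a log2 difference of -2.41 (standard error 0.51, adjusted p = 0.124 from limma), Glycam1 with -4.25 (adjusted p = 0.157 from limma) and Bmp1 with -1.57 (adjusted p = 0.168 from limma), and they did not pass. For Glycam1, 2 of the 4 tumors were at the floor, so its difference depends on it and was -3.10 with a floor of 20. The mean log2 difference over all AFAS probes of the gene was -0.16 for Fcgr2b, -3.07 for Glycam1 and 0.28 for Bmp1. The decreases of Fcgr2b and Bmp1 were therefore not shared by all their AFAS probes. Fcgr2b passed with 75th percentile scaling (adjusted p = 0.0479 from limma, the lowest of a range up to 0.668 over the alternatives in limma) and with median scaling (adjusted p = 0.0490 from limma). Without tumor 2, limma called 7 antisense genes down-regulated. For Drd4, the AFAS probe with the smallest p had 1514 ± 1143 (SD, n = 4) in tumors and 4244 ± 523 (SD, n = 2) in normal glands, a log2 difference of -1.73 (standard error 0.65, adjusted p = 0.266 from limma; exact permutation test, two-sided, p = 0.133). Tumor 2 had 3213 and the other 3 tumors 810.02 to 1158. The sense probe of Drd4, linked by its place in the table and described in the file as a dopamine receptor sequence, had 225 ± 156 (SD, n = 4) in tumors and 257 ± 20.6 (SD, n = 2) in normal glands, a log2 difference of -0.50 (standard error 0.76, adjusted p = 0.687 from limma).

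**Figure D2:**
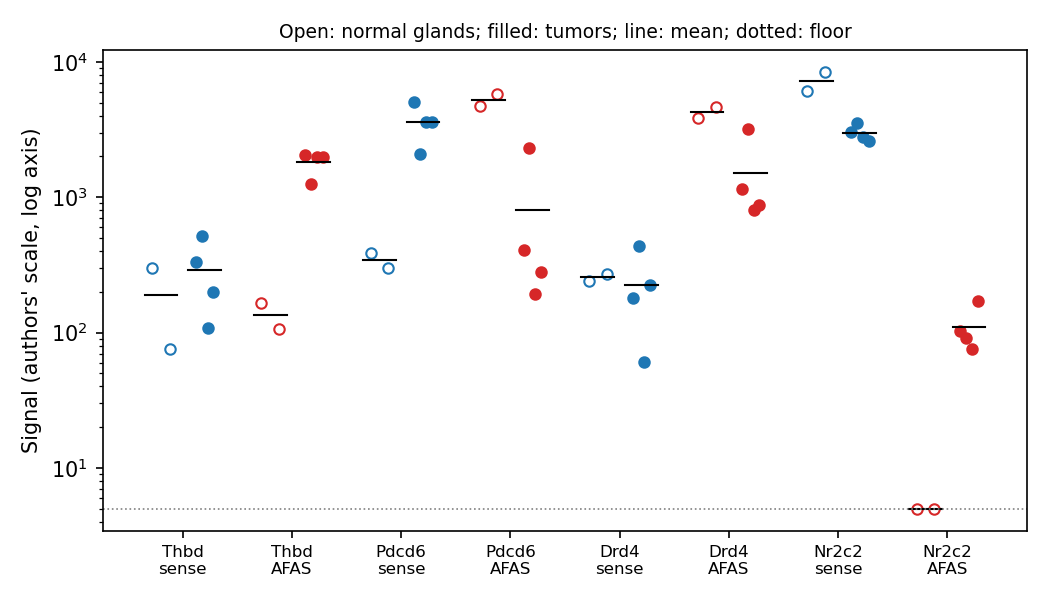
Signal of the sense probe (blue) and of the AFAS probe with the smallest p (red) for Thbd, Pdcd6, Drd4 and Nr2c2 on each array, on a log axis. Open circles are the 2 normal glands, filled circles the 4 tumors, black lines the means and the dotted line the floor of 5. Nr2c2 has both normal glands at the floor for its AFAS probe.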

Because ISH using cancerous tissues, like microarray analysis, can detect antisense expression arising from *Thbd *(thrombomodulin) (Figure 6B–D), there might be more examples of genes for which antisense expression is altered in cancerous tissue but cannot be detected by microarray analysis that targets expression from the sense strand of genes.

**Figure 6:**
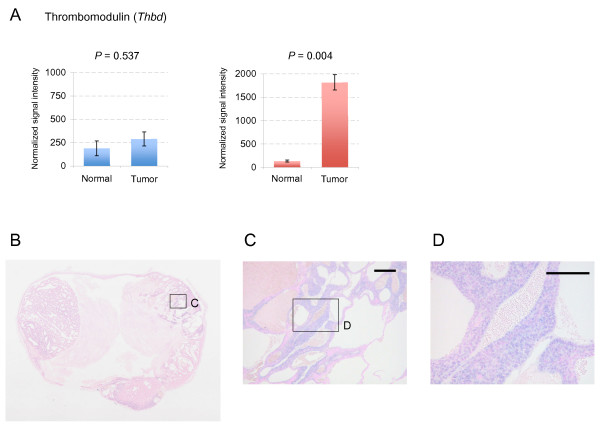
***In situ *hybridization of the antisense transcript of *Thbd***. (**A**) Microarray results for *Thbd*, for which expression of the antisense transcript (red bars) has markedly changed in tumor cells but that of the sense transcript (blue bars) has not. (**B-D**) Results of *in situ *hybridization of mammary tumor tissue of GRS/A mice for detecting antisense transcription of *Thbd*. Scale bars: 200 μm (**C**); 100 μm (**D**).

## Discussion

This paper shows that microarray probes targeting transcription from the complementary strand of known genes can identify novel NATs, an approach that has not been possible solely on the basis of publicly available cDNA data. Recently described high-density oligonucleotide tiling-array platforms are designed to overview the transcriptional landscape of specific genomic regions at high resolution. By comparison, our platform uses multiple probes to specifically screen for transcription from the antisense strand of known genes. Many previous studies have attempted to identify NATs by DNA microarray analysis using cDNA-oriented custom microarrays or commercially available microarray platforms [37-41]. Since our microarray platform is custom-made and not commercial, it can be applied to any genes or gene loci of interest. Furthermore, our method does not introduce bias from cDNA synthesis between sense and antisense profiling because it does not require specific protocols for target cDNA synthesis for NAT detection. In addition, our microarray platform approach can simultaneously profile sense and antisense expression in one microarray hybridization experiment.

Many NATs detected by AFAS probes were appeared only in the random-primed targets. This was concordance with previous cDNA-based microarray profiling of NAT expression [24]. Whereas poly(A)-plus RNA population is roughly represented by oligo-dT primed cDNAs, whole transcriptome (including the poly(A)-minus RNA population) is represented by cDNAs synthesized by random primers. Therefore, NATs detected by our analysis tend to be poly(A)-negative. Although oligo-dT primers can pick the internal poly(A)-stretches, this is not an issue at the level of microarray-based NAT screening, because the vast majority of the poly(A)-stretch (approximately 90%) is located within the 3' end of the transcripts (data not shown).

By designating AFAS probes to human-mouse orthologous genes, we identified many probes showing positive signals. Two of these probes identified transcripts for which *in vivo *expression was confirmed. Thus, our approach may reveal more, as yet unidentified, conserved NATs; this has not been possible by conventional approaches, as previously reported using cDNA data [26,31,32]. Of the individually validated examples (*Acaa1b *and *Aard*), expression of *Aard*-AS was localized to the nucleus and was detected only in random-primed target samples. In addition, multiple-size hybridized bands pattern was observed especially for total RNA membrane, not for poly(A)+ RNA membrane. This observation is similar to that of previously identified antisense transcripts [24], and this is probably due to heterogeneously sized molecules of *Aard*-AS transcripts. Because ISH and the microarray data on other antisense transcript examples also show nuclear localization and poly(A)-avoidance (data not shown), it is possible that these features are general characteristics of the antisense transcriptome.

We also designed AFAS probes for well-characterized genes and identified several examples of correlated and anti-correlated expression between the NATs and the corresponding sense transcript within MMTV-induced mammary tumors. We observed differentially expressed genes for which expression of the antisense transcript had changed, whereas that of the sense transcript had not. Given that differential antisense expression might induce changes in epigenetic status, for example in *CDKN2B *and *CDKN2BAS *[9], antisense transcription may cause changes in the methylation status of neighboring genes. This notion can be tested by using methylated DNA immunoprecipitation (MeDIP) and chromatin immunoprecipitation (ChIP) on chip analyses to further characterize the antisense transcriptome and to determine whether specific NATs function as epigenetic regulators. Whereas this study revealed NATs specific to mouse tumors, human clinical samples have also been analyzed to screen for novel NATs by the same methodology; this new study has identified many antisense transcripts showing increased or decreased expression in human colon cancer tissues compared with controls (Saito R., Kohno K., Okada Y., Osada Y., Numata K., Watanabe K., Nakaoka H., Yamamoto N., Kanai A., Yasue H. et al., manuscript in preparation).

Although next-generation high-throughput transcriptome sequencing (RNA-seq) might replace microarray-based expression analyses, antisense transcriptome analysis by sequencing is still under development because of the laborious nature of strand-specific library construction [42]. DNA microarray-based profiling makes it possible to gain a detailed view of specific genes or gene loci and can also provide expression profiles of both poly(A)-plus and poly(A)-minus RNAs.

## Conclusion

We showed here that probes targeting the complementary strand of the annotated genes successfully identify novel NAT expression, including those altered tissue- and tumor-specifically. The results suggest that there are more examples of NATs that cannot not be collected from public cDNA sources. Further functional investigation is required for such dynamically expressed NATs, and the use of microarray platforms targeting both strands of the gene locus will help to narrow down the proper candidates for further functional analyses.

## Methods

### Custom microarray construction

The AFAS probes for detecting NATs were designed to detect antisense transcription originating from genes categorized into three groups: (1) 48 genes in which antisense transcription has been previously reported and 87 imprinted genes in mice, (2) 404 selected well-annotated genes, (3) orthologous genes in NAT loci (detailed definition given below), and (4) randomly selected genes for which there were no cDNA, EST, and CAGE tags in the antisense orientation. For categories (1) and (2), the AFAS probes were designed to correspond to every 500 bases of the antisense strand of the exonic regions of each gene. For category (3), the AFAS probes were designed to correspond to a single specific sequence in each transcript. For category (4), two AFAS probes were designed per transcript. Target region selection for the probe design is summarized in Additional file 8. All probes were computationally designed by using the OligoWiz program [43] and were used in the Agilent 44K custom oligoarray platform for single-color microarray analysis.

### Target sample preparation for the microarray analysis

Total RNA for the mouse (C57BL/6J) microarray experiments was isolated from NIH3T3 cells (fibroblast cell line), SL10 cells (fibroblast cell line), brain, heart, intestine, kidney, liver, lung, placenta (d.p.c. 10.5 and 13.5), spleen, stomach, testis, and thymus. Testis was from C57BL/6J males (8 to 10 weeks), placenta was from pregnant mice, and the other tissue was from both male and female mice. Nuclear and cytoplasmic fractionation of NIH3T3 cells was carried out according to the Protein and RNA Isolation System (PARIS) instructions (Ambion Inc.). For the microarray analysis of murine mammary tumors, RNA samples were collected from normal and cancerous mammary glands of dissected GRS/A mice [36].

### Data processing and the accessibility

Numerical processed signal values (gProcessedSignal) of the Agilent Feature Extraction File were obtained as representative expression levels for each probe within the array. If a spot had an intensity value lower than five, or if there was no prominent difference between foreground and background signals, then the intensity value was adjusted to five and the corresponding probe was treated as an "absent probe". To perform normalization of signal intensity distribution between multiple arrays, the whole mean signal of every hybridization experiment was adjusted to that of the data from SL10 cells by oligo-dT priming. Probes with intensity values lower than five, as well as being flagged as "saturated", were discarded for the inter-array-normalization step. Tissue-specificity of the expression signals was evaluated according to τ measurement [44]. The raw data from the microarray analyses were deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE14568 [45]. Expression data as well as a simplified genomic structure can be accessed via an originally constructed viewer [46].

### *In silico *identification of orthologous genes in NAT loci

To identify orthologous genes in NAT loci (Figure 2), we initially performed *in silico *identification of sense-antisense pairs by the same procedures as previously published [47], by using the latest full-length cDNA collections [33,48], NCBI RefSeq mRNA [49] and the UniGene collection [50]. This identified 3524 and 5351 exon-overlapping sense-antisense pairs in humans and mice, respectively. Genomic synteny data between human and mouse (defined by BLASTZ derived from UCSC [51]) was then exploited to determine whether each identified pair was located within the syntenic region between the two species. Those pairs located within the syntenic regions were retained for the orthologous relationship validation. The orthologous relationship between the genes located within the syntenic regions was defined according to the orthologous gene table from the BioMart Project [52]. Finally, 648 genes are identified as orthologous genes for which NAT was identified in human cDNAs but not in mouse cDNAs. AFAS probes for these (635 of 648) were successfully designed.

### Northern hybridization analyses

RNA from mouse tissues (C57BL/6J, 8 to 10 weeks, male and female mixed), and the NIH3T3 was isolated by using Trizol reagent (Invitrogen Corporation). Northern analyses were performed as previously described [24]. Loading of equal amounts of RNA samples was confirmed by visualization of ethidium bromide-stained RNA in the gel. Probes specific for sense and antisense of *Acaa1b *(NM_146230), *Aard *(NM_175503), and *Thbd *(NM_009378) were amplified by the PCR (see Additional file 9). All the probe sequences contained their corresponding microarray probe sequences. cDNA fragments were cloned to the pGEM-T Easy Vector (Promega Corporation), and strand-specific cRNA was prepared for hybridization.

### *In situ *hybridization

Probes specific for sense and antisense of *Acaa1b *(NM_146230), *Aard *(NM_175503), and *Thbd *(NM_009378) were amplified by the PCR (see Additional file 9). All the probe sequences contained their corresponding microarray probe sequences. The amplified fragment was sub-cloned into pGEMT-Easy vector (Promega) and was used for generation of sense or antisense RNA probes. Paraffin-embedded testis sections (6 μm) of normal adult mouse (C57BL/6 mouse, male, 8 weeks) were obtained from Genostaff Co., Ltd. For *in situ *hybridization the sections were hybridized with digoxigenin-labeled RNA probes at 60°C for 16 h. The bound label was detected using NBT-BCIP, an alkaline phosphate color substrate. The sections were counterstained with Kernechtrot (Muto Pure Chemicals Co., Ltd.). Probe sequence of negative control experiment was selected from *Oryza sativa *putative leaf protein (NM_197207) (see Additional file 5 and 10).

### Real-time quantitative RT-PCR

cDNA was initially synthesized with gene-specific reverse primers (*Acaa1b*-AS and *Gapdh*) from selected tissue RNA (Brain, Testis, Kidney, and Liver), then subjected to quantitative RT-PCR. Gene expression level was normalized with *Gapdh*. Primers are listed in Additional file 11.

## Authors' contributions

KN wrote the manuscript, with editing by RS, AK, KA, and HK Microarray design and bioinformatics analyses were performed by KN, YOs, and YOk GRS/A mice were prepared and dissected by NH. HN and NY developed the original viewer for the expression data. KW performed the microarray experiments, and KO performed the *in-situ *hybridization experiments. CK performed quantitative RT-PCR analysis. HK organized and directed the project.

## Supplementary Material

Additional file 1 **Signal intensities from AFAS probes for *Tsix***. AFAS probes designed for *Tsix*, which reflects the abundance of *Xist *RNA, detected expression in the 11 adult mouse tissues (mixed males and females), but not in the testis. Click here for file

Additional file 2 **Antisense expression of mouse imprinted genes**. AFAS probes for several imprinted genes (*Igf2r*, *Kcnq1*, *Gnas*, *Dio3*, and *Ube3a*), which are known to give rise to antisense transcripts, gave prominent signals. Click here for file

Additional file 3 **Numbers of valid probes in adult mouse tissue profiling**. A significantly higher number of AFAS probes than sense probes detected transcripts only within random-primed samples, but not among the oligo-dT primed targets. Click here for file

Additional file 4 **Highest signal intensities from expression profiling of the 12 normal adult tissues**. Probes of 120 genes gave signals with a higher than average intensity according to inter-array normalization. Click here for file

Additional file 5 **Expression analyses of sense and antisense transcripts of *Acaa1b***. Quantitative RT-PCR, ISH and microarray analyses were able to detect this transcript within the testis and kidney. Click here for file

Additional file 6 **List of genes for which expression of the antisense transcript and sense transcript markedly changed in tumors**. Forty-eight were up-regulated and nine were down-regulated within tumor regions, compared with in normal regions. Click here for file

Additional file 7 **Changes in expression of *Pdcd6 *and *Drd4***. Click here for file

Additional file 8 **Selection of target regions for microarray probe design**. Target region selection for the probe design is summarized. Click here for file

Additional file 9 **List of primers for PCR amplification of cDNA fragments to generate probes for Northern blot analysis and *in situ *hybridization**. Primers to amplify probes specific for sense and antisense of *Acaa1b*, *Aard*, and *Thbd *are listed. Click here for file

Additional file 10 **Negative control experiment of *Aard in situ *hybridization**. Click here for file

Additional file 11 **Primers for real-time quantitative RT-PCR**. Primers for real-time quantitative RT-PCR (*Gapdh *and *Acaa1b*-AS) are listed. Click here for file

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 1 — Signal intensities from AFAS probes for Tsix. AFAS probes designed for Tsix, which reflects the abundance of Xist RNA, detected expression in the 11 adult mouse tissues (mixed males and females), but not in the testis.

A

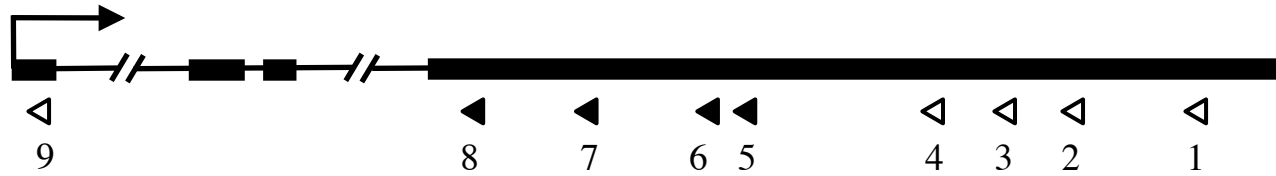

B

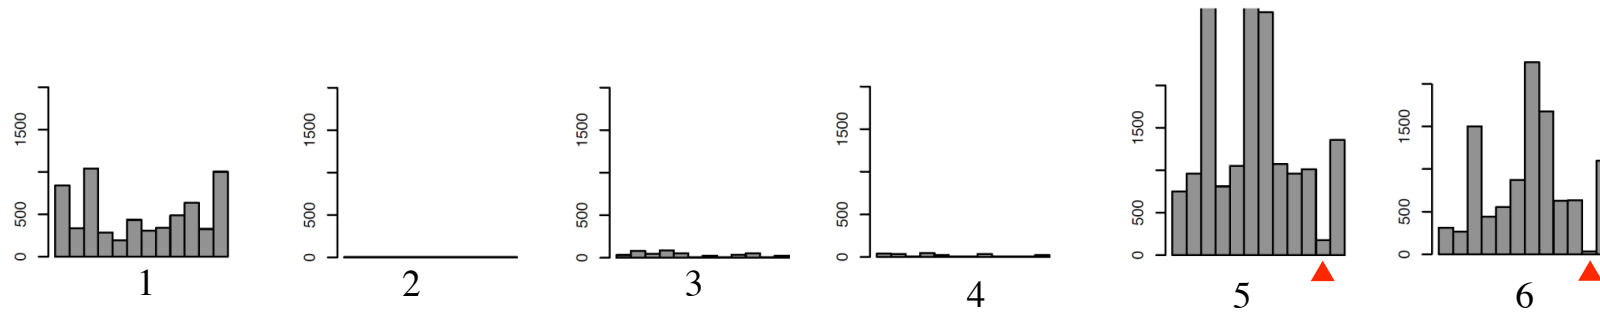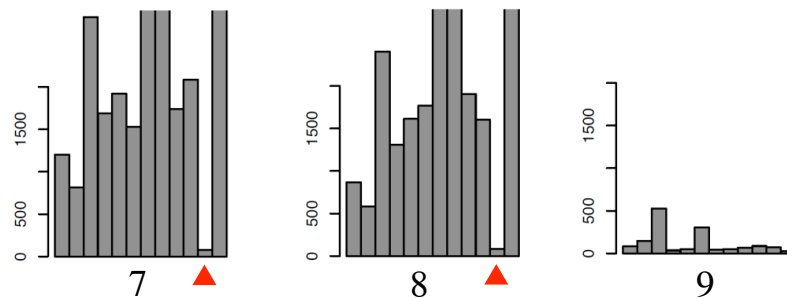

C

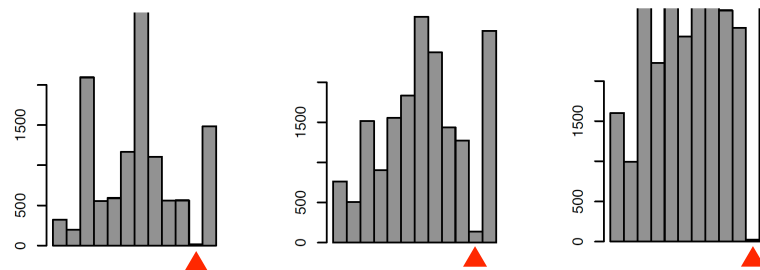

### Additional file 1. Signal intensities from AFAS probes for *Tsix*

(A) Positions of designed probes for *Tsix*. Filled triangles denote positions of AFAS probes overlapping the exons of *Xist* RNA, whereas open triangles denote positions of those not overlapping the *Xist* exons. Thick bars indicate the exonic regions of *Tsix*, whereas narrow bars indicate the introns. (B) Normalized signal intensities for each probe and (C) that of sense probes for *Xist* RNA. Normalized signals are displayed for 12 adult tissues: brain, heart, intestine, kidney, liver, lung, placenta (10.5 d.p.c.), placenta (13.5 d.p.c.), spleen, stomach, testis, and thymus. Red triangles indicate testis.

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 2 — Antisense expression of mouse imprinted genes. AFAS probes for several imprinted genes (Igf2r, Kcnq1, Gnas, Dio3, and Ube3a), which are known to give rise to antisense transcripts, gave prominent signals.

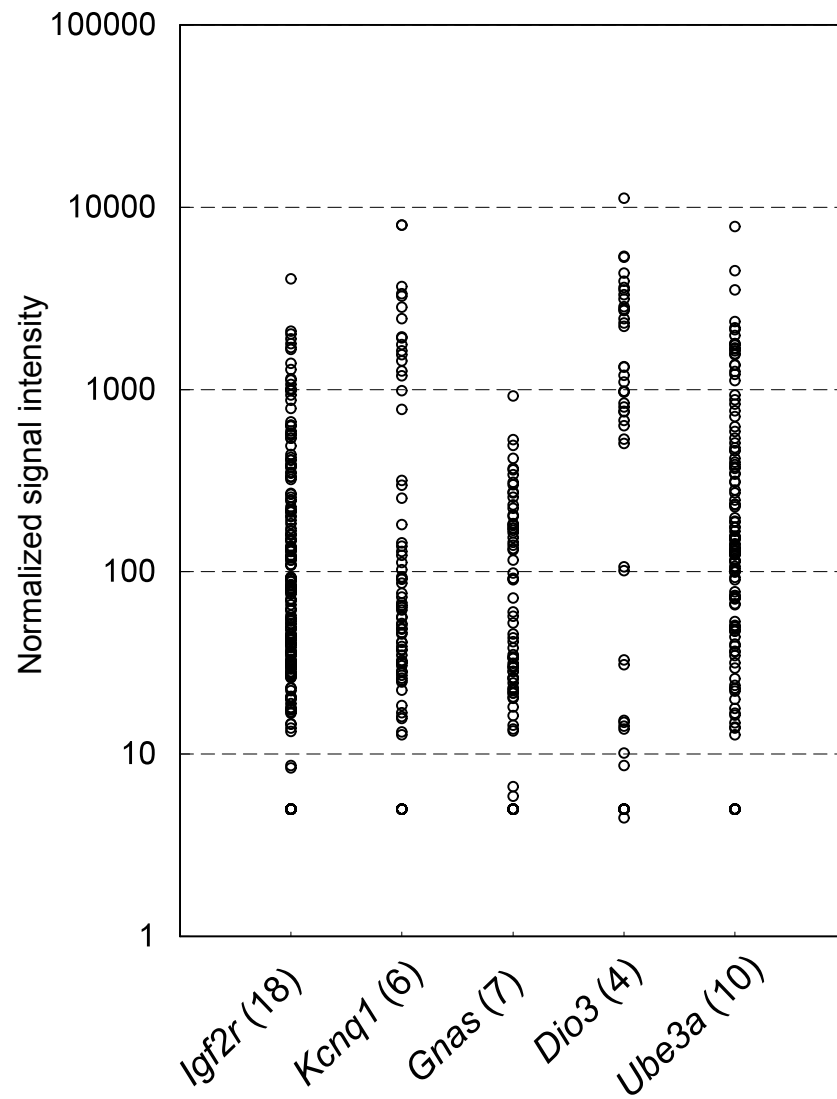

### Additional file 2.

#### Antisense expression of mouse imprinted genes

Normalized signal intensities (normal adult mouse tissues) from AFAS probes corresponding to *Igf2r*, *Kcnq1*, *Gnas*, *Dio3*, and *Ube3a* (antisense transcripts are known for these genes). Numbers of the corresponding AFAS probes are shown in parentheses.

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 3 — Numbers of valid probes in adult mouse tissue profiling. A significantly higher number of AFAS probes than sense probes detected transcripts only within random-primed samples, but not among the oligo-dT primed targets.

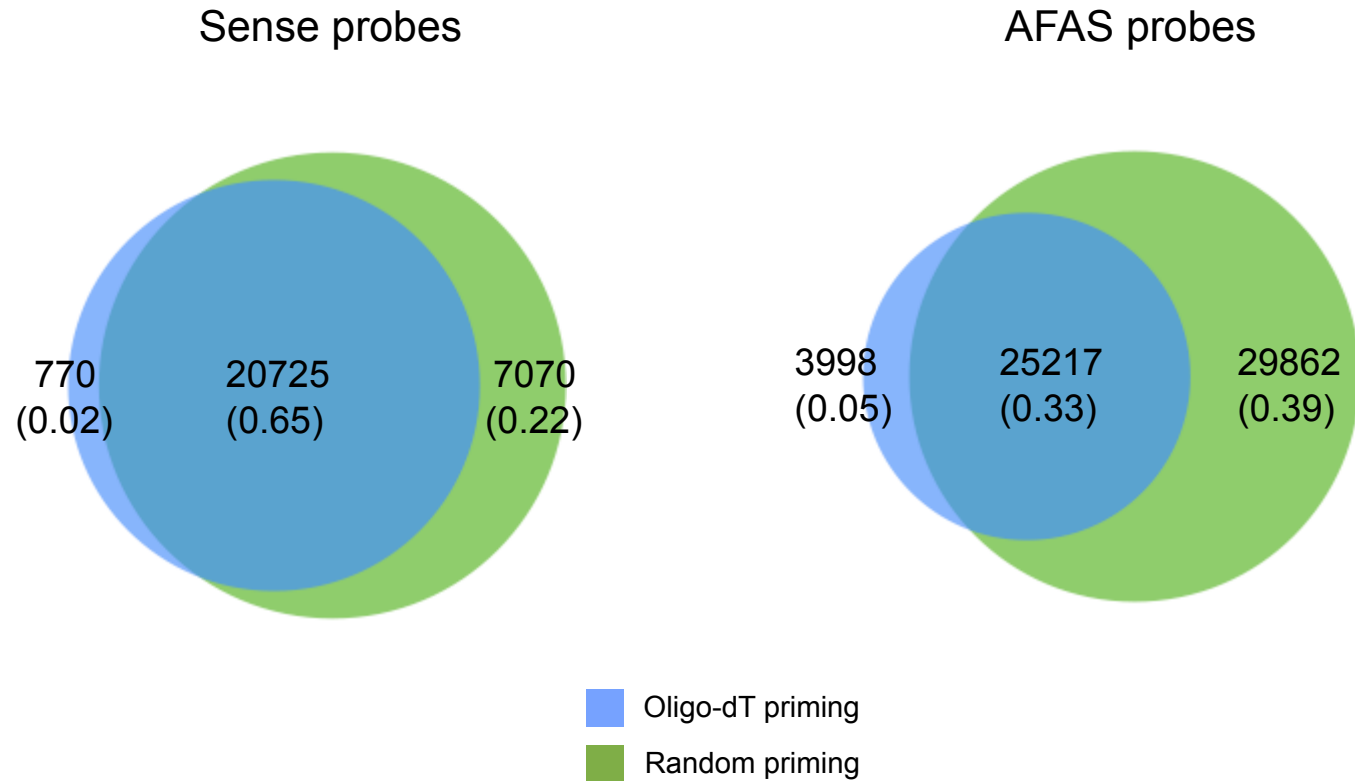

### Additional file 3. Numbers of valid probes in adult mouse tissue profiling

Sums of probes (detailed definition is described in Methods section) detected by the random-priming method and by both priming methods in 12 adult mouse tissues are denoted. Detection of the expression for every probe was judged according to the “gIsPosAndSignif” flag in Agilent’s FeatureExtraction file. Whereas the ratio (number in the brackets) of antisense probes detected only by random-priming was higher than that of sense probes ( $P < 2.2e-16$  by Fisher’s exact test), the ratio of antisense probes detected by both priming methods was less than that of the sense probes ( $P < 2.2e-16$  by Fisher’s exact test).

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 4 — Highest signal intensities from expression profiling of the 12 normal adult tissues. Probes of 120 genes gave signals with a higher than average intensity according to inter-array normalization.

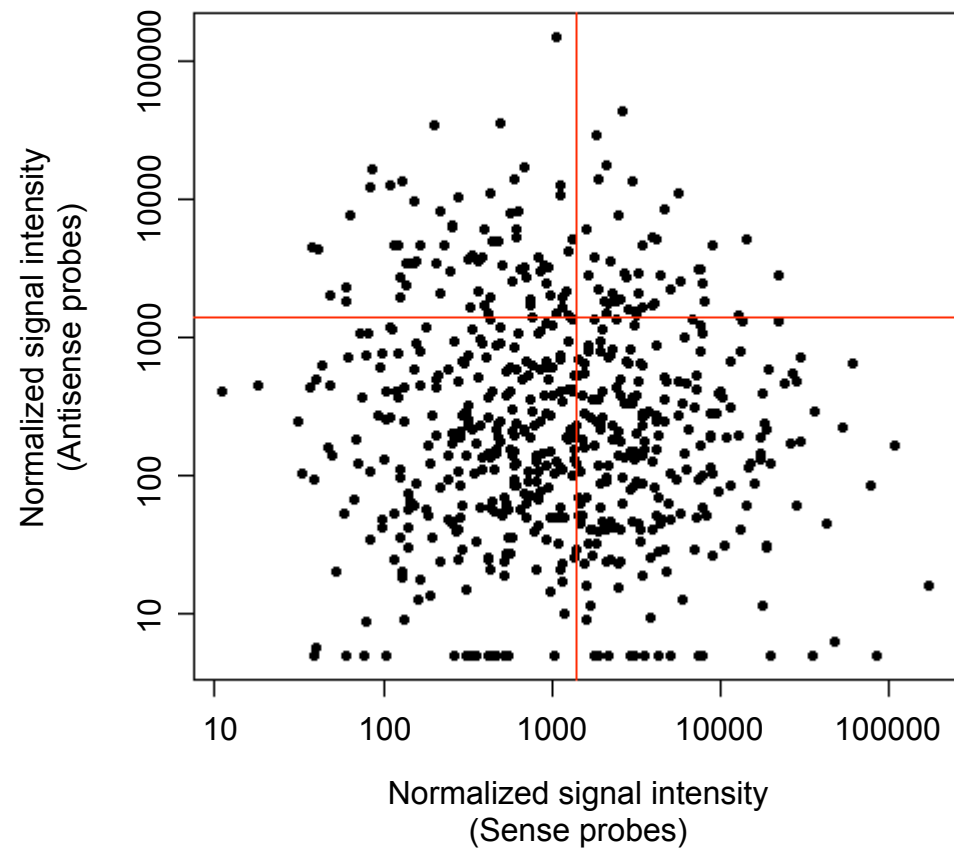

**Additional file 4.**

**Highest signal intensities from expression profiling of the 12 normal adult tissues**

Highest signal intensities for both sense and antisense probes for 12 normal adult tissues are plotted. Red line indicates the average signal obtained for the interarray normalization. All signals are derived from hybridizations of random-primed samples.

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 6 — List of genes for which expression of the antisense transcript and sense transcript markedly changed in tumors. Forty-eight were up-regulated and nine were down-regulated within tumor regions, compared with in normal regions.

| Quadrant    | RefSeq ID | Gene annotation                                                                               |
|-------------|-----------|-----------------------------------------------------------------------------------------------|
| Right upper | NM_013649 | receptor-like tyrosine kinase (Ryk), transcript variant 1                                     |
| Right upper | NM_010444 | nuclear receptor subfamily 4, group A, member 1 (Nr4a1)                                       |
| Right upper | NM_007395 | activin A receptor, type 1B (Acvr1b)                                                          |
| Right upper | NM_009874 | cyclin-dependent kinase 7 (homolog of Xenopus MO15 cdk-activating kinase) (Cdk7)              |
| Right lower | NM_009764 | breast cancer 1 (Brca1)                                                                       |
| Right lower | NM_022310 | heat shock protein 5 (Hspa5)                                                                  |
| Right lower | NM_008506 | v-myc myelocytomatosis viral oncogene homolog 1, lung carcinoma derived (avian) (Myc11)       |
| Right lower | NM_007783 | c-src tyrosine kinase (Csk)                                                                   |
| Right lower | NM_008871 | serine (or cysteine) peptidase inhibitor, clade E, member 1 (Serpine1)                        |
| Right lower | NM_011729 | excision repair cross-complementing rodent repair deficiency, complementation group 5 (Ercc5) |
| Right lower | NM_011385 | ski sarcoma viral oncogene homolog (avian) (Ski)                                              |
| Right lower | NM_007395 | activin A receptor, type 1B (Acvr1b)                                                          |
| Right lower | NM_009397 | tumor necrosis factor, alpha-induced protein 3 (Tnfaip3)                                      |
| Right lower | NM_009983 | cathepsin D (Ctsd)                                                                            |
| Right lower | NM_013520 | FMS-like tyrosine kinase 3 ligand (Flt3l)                                                     |
| Right lower | NM_011051 | programmed cell death 6 (Pdcd6)                                                               |
| Left upper  | NM_011630 | nuclear receptor subfamily 2, group C, member 2 (Nr2c2)                                       |
| Left lower  | NM_021283 | interleukin 4 (Il4)                                                                           |
| Left lower  | NM_009755 | bone morphogenetic protein 1 (Bmp1)                                                           |

**Additional file 6. List of genes for which expression of the antisense transcript and sense transcript markedly changed in tumors**

Quadrants correspond to those in **Figure 5A**. 

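Additional file 6 lists genes whose sense and antisense probes both changed, by the direction on each strand, with Acvr1b listed in 2 quadrants. Set against limma with adjusted p, 1 of the 19 listed entries (Ryk) fell in its listed quadrant. With the methods' t-test on linear signals, 18 of 19 entries did, among 24 entries in all. The entry that did not was the gene listed as Myc11, whose sense probe had a log2 difference of 1.07 (standard error 0.51, adjusted p = 0.170 from limma).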

Right upper: sense and antisense transcripts were up-regulated in tumors; right lower: antisense transcripts were down-regulated and sense transcripts were up-regulated; left upper: antisense transcripts were up-regulated and sense transcripts were down-regulated; left lower: both sense and antisense transcripts were down-regulated.

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 7 — Changes in expression of Pdcd6 and Drd4.

**A**Programmed cell death 6 (*Pdcd6*)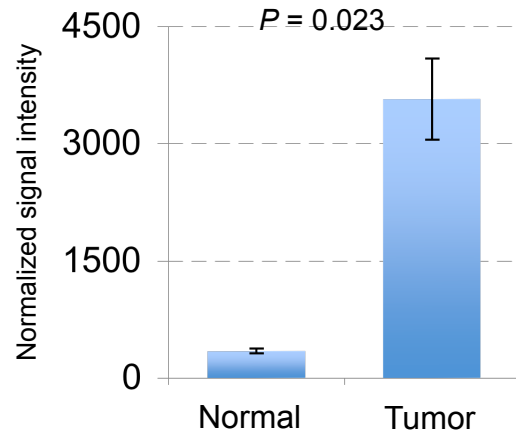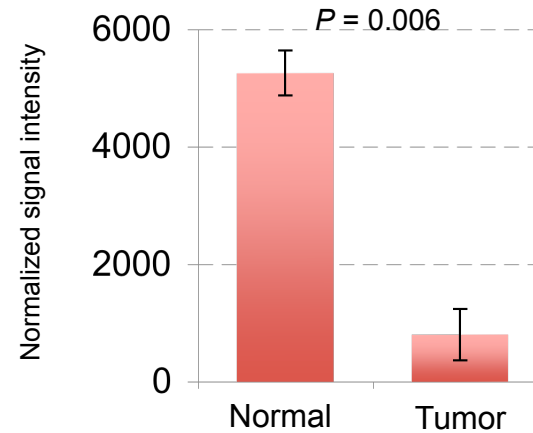**B**Dopamine receptor 4 (*Drd4*)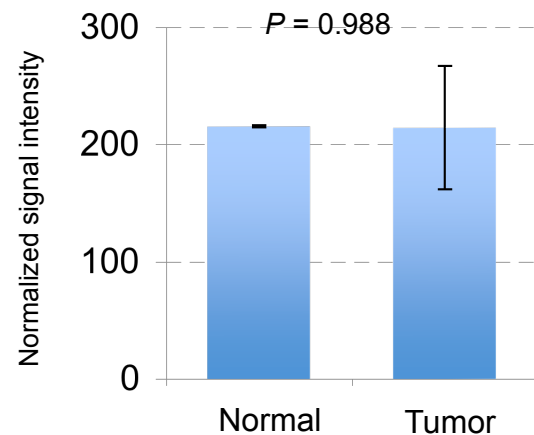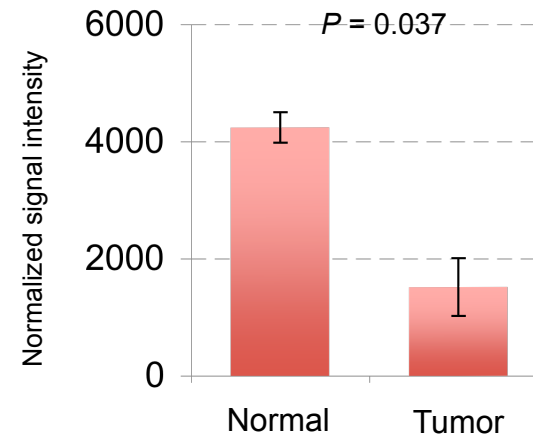**Additional file 7.**  
**Changes in expression of *Pdcd6* and *Drd4***

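The array carried 3 AFAS probes for Pdcd6. Besides the probe with the large decrease, the 2 others had log2 differences of -0.38 and -0.38 (adjusted p = 0.741 and 0.820 from limma), within the spread between arrays.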

(A) Signal intensities of *Pdcd6* for which sense (blue bars) and antisense (red bars) transcripts were inversely correlated between normal and tumor cells. 

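The array carried 3 AFAS probes for Drd4. The 2 besides the probe with the smallest p had log2 differences of -0.68 and 0.56 (adjusted p = 0.648 and 0.722 from limma), which differ in sign and lie within the spread between arrays.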

(B) Signal intensities for *Drd4*, for which expression of the antisense transcript (red bars) was markedly changed in tumor cells, whereas that of the sense transcript (blue bars) was not.

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 9 — List of primers for PCR amplification of cDNA fragments to generate probes for Northern blot analysis and in situ hybridization. Primers to amplify probes specific for sense and antisense of Acaa1b, Aard, and Thbd are listed.

| Gene symbol   | Accession | Direction | Forward primer        | Reverse primer        |
|---------------|-----------|-----------|-----------------------|-----------------------|
| <i>Acaalb</i> | NM_146230 | Sense     | GGCATCCAATCCGGTTCTCTC | TGCCCATCACATCCACCATTC |
|               |           | Antisense | AGTTTTCAGGGCCACCACCAG | GCATCCAATCCGGTTCTCTCG |
| <i>Aard</i>   | NM_175503 | Sense     | AAGAAGAGGCAGGACCAGGAG | ATCGAGGGTATGGGTGGAATC |
|               |           | Antisense | GAGGGTATGGGTGGAATCTAG | TATTAGTCGAAGGGAGGAGGG |
| <i>Thbd</i>   | NM_009378 | Sense     | AAGAATTGGGACCTCGCTTGG | TGTACATGTGACGTCATAAGC |
|               |           | Antisense | TTCAAGTCCTCCCTACCCTCG | CAGTGCAGTCAAGGCGAATGC |

**Additional file 9. List of primers for PCR amplification of cDNA fragments to generate probes for Northern blot analysis and *in situ* hybridization**

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 10 — Negative control experiment of Aard in situ hybridization.

Negative control

*Aard* (same as in Figure 4A)

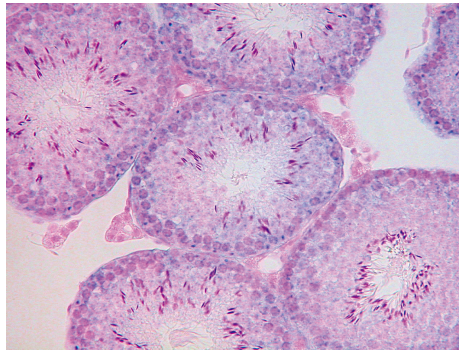

*Aard-AS* (same as in Figure 4A)

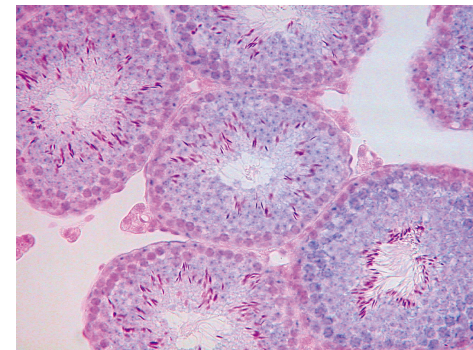

**Additional file 10. Negative control experiment of *Aard* *in situ* hybridization**

Probe sequence of negative control experiment was selected from *Oryza sativa* putative leaf protein (NM\_197207).

Scale bars: 100 $\mu$ m.

# Supplementary material for: Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes
**Source:** BMC Genomics. 2009 Aug 22;10:392. doi: 10.1186/1471-2164-10-392
**Supplement:** Additional file 11 — Primers for real-time quantitative RT-PCR. Primers for real-time quantitative RT-PCR (Gapdh and Acaa1b-AS) are listed.

---

|                   |         |                         |
|-------------------|---------|-------------------------|
| <i>Acaalb</i> -AS | Forward | CCCATCACATCCACCATTCA    |
|                   | Reverse | GTAATTGCAGCATGGGTACACG  |
| <i>Gapdh</i>      | Forward | GTGTTTCCTACCCCCAATGTGTC |
|                   | Reverse | GGTCCTCAGTGTAGCCCAAGAT  |

---

**Additional file 11. Primers for real-time quantitative RT-PCR**

How the deposited data were processed for this re-analysis (not part of the article)

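Custom 1-colour Agilent arrays of 60-base probes compared mammary tumors of GRS/A mice (4 samples) with normal mammary glands of the same strain (2 samples). The labels of all samples name another organ in the extraction protocol, while their titles and the paper name mammary tissue, and samples were grouped by the titles and the paper. Tumors 3 and 4 shared 1 slide and tumors 1 and 2 were on slides of their own, with all 4 scanned on 1 day. The slides of the normal glands were not analysed here, so no fit with the slide as a block was made. The tumors on 1 slide had a Spearman correlation of 0.892, against 0.869 to 0.922 for the 5 other pairs of tumors.

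The values are intensities that the authors deposited: the processed signal of the Agilent Feature Extraction software, scaled by the authors with 1 factor per array and set to 5 where it was below 5 or not significantly above background. This rule was tested on the tumor arrays and gave 18, 252, 257 and 279 values at the floor, against 19, 252, 258 and 279 in the table. The mean of the scaled signals over all spots of at least 5 still ranged from 1621 to 2012 between tumors, so the target of the scaling was not recovered. Because the table proved to be scaled already, its signals were used as deposited for the main comparison. No saturated spot was found among the named probes.

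The table's entries were tied to probes by the 4 tumor signals within the rounding of the scanner files, and then by the gene of the neighbouring entries. Sense probes without an accession or symbol shared with an AFAS probe were linked to the gene in whose block of entries they lay, or to the neighbouring block that had no sense probe. The part of this rule on neighbouring blocks was revised after first results had been seen, because Thbd had been left without a sense probe. All 318 sense probes with an accession of AFAS probes lay in or next to the block of that accession. Gene names came from RefSeq accessions in a gene table of assembly GRCm38.p6, which named 443 accessions, and from the probe description for 5 more. No coordinates are given because the files name no genome build.

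Tumors and normal glands were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on log2 signals over 6 arrays, with Benjamini-Hochberg adjustment over the probes of each strand and a threshold of 0.05. A gene counted as changed in a direction when at least 1 of its probes passed in that direction. Exact permutation tests used the 15 splits of the arrays into 4 and 2. Detection shares, correlations and tables were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Tested on simulated data with 200 probes changed by 3 on the log2 scale in each of 10 draws, the limma step recovered 70.5% of changed probes among 404 sense probes with 4.41% false calls, and 55.4% among 1749 AFAS probes with 3.11% false calls.

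The genes named in the text were set before the data were examined: the genes the paper names for this experiment, those of Additional file 6 as a tally, and on each strand and in each direction the 3 probes with the largest log2 difference among those past the threshold with non-overlapping tumor and normal ranges, or those with the smallest p where fewer than 3 passed. Not every gene that this rule gives is named in the text. Hbegf was added after its values were seen, from the same ranking without probes at the floor on every array of a group. For the genes the paper names, the AFAS probe shown is the one with the smallest p in the methods' t-test on linear signals. The alternatives set before the data were examined were 4 other scalings, a floor of 20, a filter on signals of at least 100, other tests, among them the paper's Student's t-test, named the methods' t-test, on linear and on log2 signals because the paper's text does not state the scale, the replicate number as a block, each array left out in turn and, for detection, other flags and normexp background correction with an offset of 50. Alternatives chosen after seeing the data were the methods' t-test over probes passing 4 versions of a filter at a signal of 100, and sense probes linked by accession or symbol only. The other experiments of the paper were not analysed here.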

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

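Chance marks about 1 in 20 groups of 4 arrays by the gap criterion used here, and 23 groups were examined, of which 3 had such a gap. No test reported in this part was chosen after its result was seen.

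Tumor 1 had 0.881% of its table values at the floor, where tumors 2 to 4 had 11.7%, 12.0% and 12.9%. The gap to the nearest tumor was 0.896 of the range of the 4 tumors. The same array had 99.4% of AFAS probes called significantly above background, against 86.2% to 88.3%, a gap of 0.841 of the range. A background threshold set low on this array would also raise the share of negative control spots called positive, which was 3.92% (6 of 153) on tumor 1, 3.92% on tumors 3 and 4 and 8.50% on tumor 2. This argues against the threshold. The excess covered the masked spots as well, since 99.3% of them were positive on tumor 1 and 93.0% to 94.4% on the other tumors. Differences in labelling or in the RNA of this tumor stay open, and no biological explanation was tested. Without this array limma called 1 sense gene in place of 59, and without tumor 4 it called 0, so the count does not rest on tumor 1 alone.

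The AFAS probe of Thbd had 2038, 1996 and 1983 in tumors 1, 3 and 4 and 1257 in tumor 2, a gap of 0.943 of the range. A candidate explanation is normal gland tissue in the sample of tumor 2, since the normal glands had 164 and 105 for this probe. In probes chosen without tumor 2, tumor 2 lay a median of 0.503 of the way from the other tumors to the normal glands for 42 probes brighter in normal glands, and 0.542 for 148 probes brighter in tumors. These are nearly equal, as a mixture would give, but their interquartile ranges reach from 0.404 to 0.978 and from 0.274 to 0.733. A tumor with a milder change on both sides would give the same, so a mixture and a milder change cannot be told apart. Tumor 2 remained above both normal glands for this probe.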

How the results depend on the processing

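Alternatives were set before the data were examined, except the 4 signal filters joined to the methods' t-test and the linking of sense probes by accession or symbol only, which were chosen after seeing the data. The cause of a change was not tested unless stated.

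The number of sense genes called by limma, 59, fell to 21 with 75th percentile scaling, 23 with median scaling, 29 with quantile normalization and 25 after rescaling to the same mean. All 21, 23 and 25 probes of the first, second and last were among the 59, and 27 of the 29. The predominance of up-regulated genes held in each of these: 20, 22, 26 and 24 were up-regulated. It was 122 with the methods' t-test on log2 signals, where 118 were up-regulated, and 155 in limma without adjustment, of which 147 were up-regulated, while the methods' t-test after adjustment gave 0 on linear and 1 on log2 signals. A floor of 20, the filter on signals of at least 100, the methods' t-test on linear signals and limma with trend and robust estimation gave 66, 78, 64 and 79. With 1 test per gene the count of 59 was fixed in advance, because each gene had 1 sense probe.

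The antisense genes, 8 in limma, were 17 with median scaling, 3 with quantile normalization, 14 after rescaling to the same mean and 4 with a floor of 20. With 1 test per gene on the mean of its AFAS probes, limma called 9, of which 8 were up-regulated and 1 was down-regulated. The methods' t-test gave 133 on linear and 167 on log2 signals and 0 on either after adjustment, and limma without adjustment 207. In the methods' t-test on linear signals 46.5% of the called AFAS probes were up-regulated, on log2 signals 85.3%, and in limma without adjustment 79.9%, so the balance of up and down depends on the scale of the test.

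Genes with both strands changed, 2 in limma, were 0 with quantile normalization, with a floor of 20 and with the signal filter, 1 with trend and robust estimation, 23 and 49 with the methods' t-test on linear and log2 signals, 0 on either after adjustment, and 78 in limma without adjustment. Genes with antisense changed and no sense change, 6 in limma, were 14 with median scaling, 3 with quantile normalization, 12 after rescaling to the same mean, 97 and 103 with the methods' t-test on linear and log2 signals, 0 on either after adjustment, 112 in limma without adjustment, and 3 when sense probes were linked by accession or symbol only.

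With the methods' t-test on linear signals over probes with a signal of at least 100, the filters on at least 1 array, at least 2 arrays, the mean of either group and every array of either group gave 58, 56, 56 and 54 sense genes, 110, 104, 105 and 101 antisense genes, 17, 17, 17 and 15 genes with both strands changed, and 70, 65, 65 and 54 with antisense changed and no sense change.

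Leaving out each array in turn changed these counts. Sense genes ranged from 0 to 89, antisense genes from 0 to 14, genes with both changed from 0 to 3 and genes with antisense changed alone from 0 to 11. Sense genes were 0 without tumor 4 and without normal gland 2, 14 without normal gland 1, 1 without tumor 1 and 89 without tumor 3. With 1 normal gland left, the lone array is assumed to vary like the tumors. Without tumor 2, 7 antisense genes were down-regulated and 7 up-regulated, where 0 were down-regulated with all arrays. With the replicate block, which pairs tumor and normal gland by number, 0 genes passed on either strand, 0 had both strands changed and 0 had antisense changed alone. Tumors 3 and 4 have no normal gland of the same number, so in this fit the comparison rests on tumors 1 and 2, with few degrees of freedom. The numbers also share no known link: the difference between tumors 1 and 2 and that between normal glands 1 and 2 had r = 0.0206 across probes. For both reasons these zeros say little about the effect. The named probes were compared over the planned settings, giving 259 results with the same direction and side of the threshold, 90 that fell below it, 27 that rose above it and 3 with the direction reversed. The sense probe of Thbd was -0.28 without normal gland 2, with values from -0.28 to 1.70 with each array left out, and that of Drd4 was 0.13 with the replicate block and 0.023 without tumor 3, with values from -0.92 to 0.023 with each array left out.

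The share of AFAS probes detected was 74.3% with the stricter well-above-background flag, against 94.8% of sense probes. At a signal of 100 it was 40.9% against 80.4%, and at 100 after normexp correction 64.7% against 91.4%. The normexp correction added an offset of 50 before the cut at 100. The shares with and without it are therefore not at the same threshold, and the rise between them is not interpreted. In each setting the AFAS share was below the sense share, and its size depended on the criterion. The correlation across genes of sense and antisense change moved by less than the spread over splits of the arrays in every setting run.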

Differences from the paper's values

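Prior alternatives are those set before the data were examined. The 4 filters at a signal of 100, chosen after seeing the values, are given after them. The paper reports 9 sense genes down-regulated in tumors, and limma with adjusted p gave 1. The methods' t-test on linear signals gave 11 and limma without adjustment 8, both within 1.5 times the paper's number, and the other prior alternatives did not come so close.

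The paper reports 12 genes with sense up-regulated and antisense down-regulated, and limma gave 0. The methods' t-test gave 13 on linear signals and 9 on log2 signals, and no other prior alternative came within 1.5 times. For sense down-regulated with antisense up-regulated, the paper's list holds 1 gene and limma gave 0, with no prior alternative within 1.5 times. For both strands up-regulated, the paper's list holds 4 genes and limma gave 2, and again no prior alternative came within 1.5 times, the methods' t-test on linear signals giving 7. For both strands down-regulated, the paper's list holds 2 and limma gave 0, while the methods' t-test on linear signals and limma without adjustment gave 2 and the other prior alternatives did not come within 1.5 times.

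The paper reports 37 genes with antisense up-regulated and no sense change, and limma gave 6. The methods' t-test on linear signals gave 51, within 1.5 times, and the other prior alternatives did not come so close. The paper reports 45 genes with antisense down-regulated and no sense change, and limma gave 0. Again, of the prior alternatives, the methods' t-test on linear signals alone came within 1.5 times, with 57.

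With 4 filters at a signal of 100 joined to the methods' t-test on linear signals, all chosen after seeing the values, some counts reached the paper's and others did not. Quadrants are given in the order both up-regulated, sense up-regulated with antisense down-regulated, sense down-regulated with antisense up-regulated, and both down-regulated. With a signal of at least 100 on at least 1 array there were 49 sense genes up-regulated and 9 down-regulated, quadrants of 4, 11, 1 and 2 genes, and 35 and 41 genes with antisense alone up-regulated and down-regulated. The filters on at least 2 arrays and on the mean of either group gave 48 and 8 and 47 and 9 sense genes, the same quadrants, and 34 and 37 for antisense alone. The filter on every array of either group gave 46 and 8 sense genes, quadrants of 3, 11, 0 and 2, and 27 and 30 for antisense alone.

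The paper shows the antisense changes of Pdcd6 and Drd4 and the sense change of Nr2c2 as differential. In limma with adjusted p these had 0.193, 0.266 and 0.0750 and did not pass. The methods' t-test on linear signals and limma without adjustment called all 3. Pdcd6 and Nr2c2 were also called by the methods' t-test on log2 signals, limma without tumor 2 called Pdcd6, and limma with a floor of 20 called Nr2c2. For the sense probe of Drd4, neither the paper nor any alternative called a change, but the p printed in Additional file 7 is higher than the 0.803 of the methods' t-test on linear signals.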

Other observations

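The test of a swapped label was chosen only after the correlations between arrays were seen, and the test of noise in dim AFAS probes only after the correlation within genes was seen.

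Sense probes were higher in tumors by a median log2 difference of 0.91 and AFAS probes by 0.44, a difference that the paper does not report. A candidate explanation is that sense probes are brighter and that the shift depends on the signal. With probes divided into 10 equal classes by mean signal over all arrays, the sense median lay above the AFAS median in 8 of 10 classes, which argues against brightness as the whole cause. Another candidate is the floor, at which the normal glands had the most values. Among the probes above the 75th percentile of mean signal, 0 values were at the floor. There the median was 0.90 for 228 sense probes, and the 14 other splits of the arrays gave -0.61 to 0.54. The floor therefore does not account for the sense shift. The median was 0.090 for 311 AFAS probes, within the -0.40 to 0.30 of the other splits, so the AFAS shift may come from dim probes at the floor in normal glands. The authors' scaling was also weighed. The AFAS median was -0.13 after quantile normalization and 0.14 to 0.23 with the other scalings and with a floor of 20. The sign of the AFAS shift therefore depends on the scaling. The sense median was 0.50 after quantile normalization. After quantile normalization 89.7% of the sense calls were still up-regulated, which argues against the scaling as the whole cause of that predominance. A change in the RNA of the tumors and unequal labelling of the samples stay open, and were not tested.

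Other splits of the 6 arrays into 4 and 2 were fitted in the same way. Of 15 splits, 1 (the real one) gave as many sense genes and 1 gave as many antisense genes, and the other 14 gave 0 on both strands. With 15 splits chance cannot be excluded at 0.05.

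The AFAS probes of 1 gene did not change together. If all AFAS probes of a gene saw 1 antisense transcript, their changes would be correlated within genes. Over 2963 pairs in 424 genes the mean pairwise correlation was 0.0212, and the highest of 1000 shuffles of the genes was 0.0691. With the spread measured between arrays, 1 shared change per gene would give 0.523. Noise of dim probes was weighed by leaving out probes at the floor on any array. For the 1073 AFAS probes left (1124 pairs in 331 genes) the correlation was -0.0186, the highest of 1000 shuffles was 0.123 and 1 shared change per gene would give 0.431. This argues against 1 transcript seen by all AFAS probes of a gene as the general case, and against noise of dim probes as what hides it. Shorter antisense transcripts and cross-hybridization of single probes stay open and were not tested.

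Sense RNA copied onto the opposite strand during labelling could give AFAS signals that follow the sense probe. For 165 AFAS probes that overlap the sense probe of their gene, the change had a Pearson r of 0.0813 with that of the sense probe across genes (permutation test with 10000 permutations, p = 0.301), and it was 0.0112 for 438 other AFAS probes of the same genes. The overlapping probes had the higher r, the side that copying would give, but the permutation test did not separate it from 0. The r that copying would give with this spread between arrays was not computed. The test therefore cannot decide whether copying contributes to the AFAS changes, and it does not address the AFAS levels.

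Tumor 2 had Spearman correlations of 0.931 and 0.913 with the normal glands, where the other tumors had 0.838 to 0.871, and of 0.868 to 0.922 with the other tumors. A label swapped with a normal gland would leave a normal gland out of place, but the normal glands correlated most with each other (0.961), which argues against a swap between the groups. Normal tissue in that sample stays open, as tumor 2 lay 0.503 of the way to the normal glands in the probes brighter there, and so does variation between tumors, which was not tested.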
